# Transcriptomic coordination at hepatic steatosis indicates robust immune cell engagement prior to inflammation

**DOI:** 10.1186/s12864-021-07784-y

**Published:** 2021-06-16

**Authors:** Youwen Zhang, Ioulia Chatzistamou, Hippokratis Kiaris

**Keywords:** Liver, Correlation network, Pathogenesis, Peromyscus, Transcriptional coordination

## Abstract

**Background:**

Deregulation in lipid metabolism leads to the onset of hepatic steatosis while at subsequent stages of disease development, the induction of inflammation, marks the transition of steatosis to non-alcoholic steatohepatitis. While differential gene expression unveils individual genes that are deregulated at different stages of disease development, how the whole transcriptome is deregulated in steatosis remains unclear.

**Methods:**

Using outbred deer mice fed with high fat as a model, we assessed the correlation of each transcript with every other transcript in the transcriptome. The onset of steatosis in the liver was also evaluated histologically.

**Results:**

Our results indicate that transcriptional reprogramming directing immune cell engagement proceeds robustly, even in the absence of histologically detectable steatosis, following administration of high fat diet. In the liver transcriptomes of animals with steatosis, a preference for the engagement of regulators of T cell activation and myeloid leukocyte differentiation was also recorded as opposed to the steatosis-free livers at which non-specific lymphocytic activation was seen. As compared to controls, in the animals with steatosis, transcriptome was subjected to more widespread reorganization while in the animals without steatosis, reorganization was less extensive. Comparison of the steatosis and non-steatosis livers showed high retention of coordination suggesting that diet supersedes pathology in shaping the transcriptome’s profile.

**Conclusions:**

This highly versatile strategy suggests that the molecular changes inducing inflammation proceed robustly even before any evidence of steatohepatitis is recorded, either histologically or by differential expression analysis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07784-y.

## Introduction

Non-alcoholic steatohepatitis (NASH) develops in livers that have accumulated histopathological changes associated with hepatic steatosis and are reflected to the differential expression of genes linked to the induction of inflammation [1–3]. During disease progression extensive transcriptional reprogramming occurs that underscores its different stages. This multistage process can be recapitulated with relatively high accuracy in animal models receiving special diets, alone or combined with other stimuli triggering liver injury [4]. Among them, outbred models may be of special value since they can mimic the different courses of disease progression in human patients at which steatosis develops stochastically [5].

Essential for the molecular characterization of different subtypes of liver disease is differential expression which points to specific transcripts that are enriched or depleted at different disease stages [6–8]. Such quantitative changes in expression, usually illuminate full-fledged pathology while subtle alterations, despite their potential significance may remain unnoticeable. To overcome these limitations, we have proposed a novel strategy that instead of the expression levels of individual transcripts takes into consideration the degree of correlation of expression of each transcript with every other transcript in the transcriptome. Evaluation of this coordination profile of the whole liver transcriptome at different disease stages, may provide hints regarding the underlying molecular changes that conventional, differential expression analysis cannot. Such changes in coordination profile appeared relevant in characterizing different liver pathology stages by focusing on the unfolded protein response [9–11]. Furthermore, such analysis applied to the most highly expressed genes in the transcriptome was shown capable of illustrating changes in patients with frailty syndrome [12]. More recently, application of this strategy to the transcriptome of deer mice (Peromyscus) indicated changes in gene expression profiles and associated biological processes that occur in the brain during aging in different species [13].

In the present study we used outbred deer mice (*Peromyscus maniculatus*) as a model to evaluate how the liver transcriptome is collectively reorganized in specimens with or without steatosis. Our studies were based on our earlier findings indicating that upon high fat diet administration (HFD) *P. maniculatus* do not develop steatohepatitis, but a subset, about 50%, develops hepatic steatosis [5]. This provides an animal model at which disease development can recapitulate human genetically diverse populations at which disease susceptibility varies considerably among individuals [14].

The premise of the present analysis is that genes belonging to the same transcriptional networks are co-expressed, but when pathology emerges the profile of co-expression is collectively changed [15–21]. To address the coordination profile, we calculated the composite correlation for each gene in the transcriptome with every other gene and compared it in the controls, the animals that received HFD but did not develop steatosis and the animals that received HFD but developed steatosis. The results were coupled to gene ontology (GO) analyses [22] to reveal transcripts that more prominently abolished their coordination with the whole transcriptome. This analysis was recently applied to the brain transcriptome of deer mice and showed that during aging a loss of the perception of smell occurs in different species despite that de-coordination of the transcriptome exhibit interspecific variations [13]. Our present results, besides describing the overall coordination profile of the transcriptome at different conditions, also show that HFD triggers a robust induction of an inflammatory response, irrespectively of the onset of steatosis. This change was not apparent by conventional analyses of the differentially expressed transcripts. Furthermore, it showed that what differentiates the liver transcriptomes with and without steatosis is the preference of the former for T cell activation, myeloid leukocyte differentiation and engagement of genes involved in cell cycle regulation.

## Results

### Variable response to HFD in outbred deer mice

Earlier studies showed that *P. maniculatus* exhibits variable response to HFD. In the present study, a panel of 3–4 months old, outbred deer mice (*P. maniculatus*) received HFD for about 6 months (*n* = 10). Six animals received regular diet. Body weight was increased in the animals that received the HFD but body weight gain remained highly variable, consistently with the genetically diverse nature of the experimental animals (Fig. 1a). Histology revealed the presence of steatosis in 5 out of 10 animals that received HFD (Fig. 1b). No evidence of fibrosis, ballooning degeneration or lobular inflammation was recorded [23–25], suggesting that under these conditions the disease has not progressed to more advanced stages of non-alcoholic liver steatohepatitis (NASH) (Fig. 1b).

**Fig. 1:**
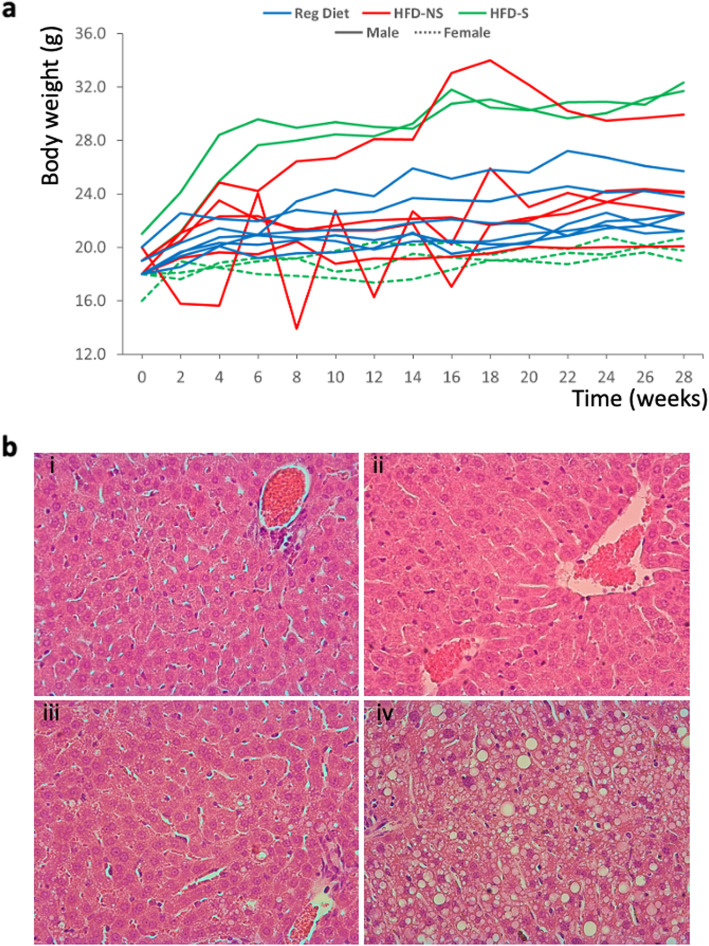
Response of deer mice *(P. maniculatus*) to HFD. **a.** Body weight in genetically diverse *P. maniculatus* after administration of regular diet or HFD. Sex, diet and development of steatosis are indicated. Highly variable response was recorded that was not associated with any of the parameters recorded. **b**. Histopathological appearance of liver sections (H&E) from animals that received regular diet (i) or HFD (ii) but did not develop steatosis or received HFD and developed moderate (iii) or severe (iv) steatosis

### Distinct profile of expression coordination in livers with or without steatosis

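The data are read counts per gene from the livers of 16 deer mice, outbred rodents kept as closed stocks. The control group (C) held 6 animals on regular diet. The 10 animals on HFD, given for 28 weeks according to the sample labels, were grouped by liver histology into 5 without steatosis (NS) and 5 with steatosis (S). Animals are named by their own numbers. The sample labels give 13 animals as BW, the stock described in the methods, and 3 as SM2, a P. maniculatus sonoriensis stock that the paper's text does not name. Each group held 1 SM2 animal, which was 10876 in C, 10865 in NS and 10880 in S. The labels give S animals 35955, 35982 and 35990 as female and all other animals as male, so the male S animals were 36016 and 10880. The authors aligned paired-end reads to the HU_Pman_2.1 assembly with STAR, counted uniquely mapped reads with featureCounts and the Ensembl annotation, and deposited the counts without normalization under 1 mouse-style gene symbol per line. The paper's text does not give the strand setting of the counting or the conversion from Ensembl identifiers to symbols, so counts of overlapping genes and of close paralogs are uncertain. Total counts ranged from 6374518 to 11349971 in C (median 9299003.5), from 7336900 to 9362184 in NS (median 8258292) and from 4640733 to 10892425 in S (median 8113314). Of the 16910 genes, 2251 had 0 counts in every animal. Within each group, the counts of every pair of animals differed by more than sampling noise, and the lowest chi-square per degree of freedom was 24.45, between C animals 35972 and 35975. Each animal was therefore 1 replicate. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, in a single fit of all 16 animals over the 12639 genes with at least 0.5 CPM (the count divided by the library's total and scaled to a common size) in at least 1 animal. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.1 and a fold change of at least 2, the limits the paper gives. The mean and SD of CPM given for named genes are of TMM-normalized CPM. The paper's text names no normalization for the correlation analysis, so the counts entered it as deposited. CPM by total count is given beside them as a setting chosen after the data were seen. The paper's supplementary Pc values of single genes matched it, with median differences of 0.000385 in NS vs C and 0.000361 in S vs C. On the counts as deposited these were 0.123 and 0.182. S vs NS matched when genes with a mean below 0.2 CPM were also left out (0.000262, against 0.212 on the counts).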

RNAseq was performed in the liver of *P. maniculatus* that received regular diet or HFD and results have been deposited to NCBI (GSE146846). To test how the transcriptome in each group is coordinated at these conditions we calculated the composite correlation (Pearson’s composite, Pc) index as follows: Initially we calculated the correlation coefficient for each gene with every other expressed gene in the transcriptome, in all 3 pairwise comparisons being control vs steatosis (C vs S), control vs non-steatosis (C vs NS) and steatosis vs non steatosis (S vs NS) (Supplementary Tables 1, 2, 3). 

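Pearson's r requires a gene whose values vary among the animals of both groups compared. This held for 13431 genes in S vs C, 13336 genes in NS vs C and 13385 genes in S vs NS. Each r was calculated over the 5 or 6 animals of a group, and the Pc of a gene is the r between its list of r values in one group and its list in the other, without its r with itself. When genes with a mean below 0.2 CPM over the compared animals were left out, a filter chosen after the data were seen, 12060 genes remained in S vs NS.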

The analysis was performed by using a code in R language we have developed and involved 13,340 transcripts in the NS vs C comparisons, 13,434 transcripts in the S vs C comparisons and 12,041 transcripts in the S vs NS comparisons. In all cases, the expression of each of these transcripts was evaluated versus all other transcripts in the transcriptome of the experimental specimens. Pc of each transcript reflects the composite correlation coefficient of all correlation coefficients that were calculated as described above, for each given transcript, in the 3 pairwise comparisons (C vs S, C vs NS, and S vs NS). Therefore, high Pc values indicate that coordination is retained for the given comparison, while lower Pc values indicate loss of coordination. Conversely, negative Pc values show that the profile of coordination is inversed in a manner according to which positive correlation with the transcriptome in one experimental condition is inversed to negative in the other, and vice versa.

As shown in Fig. 2a, in all three groups, most of the transcripts showed positive Pc values, which indicates that coordination is retained between the animals with or without steatosis, for most of the genes. 

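Pc was positive for 78.5% of the genes in S vs C, 72.6% in NS vs C and 82.4% in S vs NS. The median Pc was 0.201, 0.102 and 0.174 in the same order. The SD of Pc over genes was 0.173, 0.148 and 0.174, but genes measured in the same animals are not independent replicates. A positive Pc on CPM by total count was held by 68.4% of the genes in S vs C, 73.3% in NS vs C and 73.1% in S vs NS.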

Higher Pc values (average Pc = 0.17) were seen in the S vs NS groups suggesting that most genes retained their coordination upon HFD administration and irrespectively of the development of steatosis (Fig. 1b,c). Conversely, lowest Pc (=0.086) was seen in the comparison between S and C suggesting extensive transcriptional reprogramming. 

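The mean Pc of S vs NS was 0.157 over genes, with a jackknife standard error of 0.0957 when each of the 10 animals was left out in turn. Its value fell to 0.0645 without S animal 10880 and rose to 0.174 without S animal 36016. On CPM by total count it was 0.151 over all animals and 0.172 with a mean of at least 0.2 CPM, and it fell to 0.0446 in the BW animals alone and to 0.0434 without S animal 10880. On the counts as deposited, leaving out both SM2 animals gave 0.0867. Leaving out 1 BW animal of each group gave 0.101 to 0.184 over the 16 possible pairs.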

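In S vs C the mean Pc was 0.159, with a jackknife standard error of 0.043 over 11 animals. With each animal left out in turn it lay between 0.116, without C animal 36001, and 0.168. It was 0.0855 on TMM-normalized CPM and 0.0862 on CPM by total count, both lower than on the deposited counts by more than the jackknife standard error. The value on CPM by total count fell to 0.0472 without S animal 10880 and was at most 0.0913 with each animal left out. The counts of most genes rose with an animal's total count, with a median r of 0.56 in C and 0.73 in S.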

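For the 6 control animals and the 5 animals on HFD without steatosis, the mean Pc on the deposited counts was 0.093, with a jackknife standard error of 0.0283. It was 0.0597 without the SM2 control 10876, and with each animal left out in turn it was at most 0.0922. The mean rose to 0.127 on TMM-normalized CPM and to 0.130 on CPM by total count. On the deposited counts it was the lowest of the 3 means, and on both CPM scales it lay between the other two. On CPM by total count it fell to 0.0798 without C animal 35998 and was at most 0.1341 with each animal left out. Without S animal 10880 the S vs NS mean on that CPM was 0.0434, below the NS vs C mean, so this order rested on that animal.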

In the comparison between NS and C, average Pc had intermediate magnitude (Pc = 0.13). All differences were statistically significant (ANOVA, *P* < 0.0001). 

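Because all genes come from the same 16 animals, no test over genes was run, and the means were set against other divisions of the animals. The animals were divided at random into groups of 6, 5 and 5, and 100 divisions were counted, the labelled one included. The S vs NS mean was reached or exceeded in 27 of the 100 divisions, that of NS vs C in 74 and that of S vs C in 33. On CPM by total count, the mean of S vs C was as low or lower in 15 divisions and that of S vs NS as high or higher in 22. The median of the other divisions was between 0.123 and 0.136 on the deposited counts. Divisions of the BW animals alone were also counted on CPM by total count. There the mean of S vs C was as low in 5 of 100 divisions and that of S vs NS as high in 88.

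**Figure D1:**
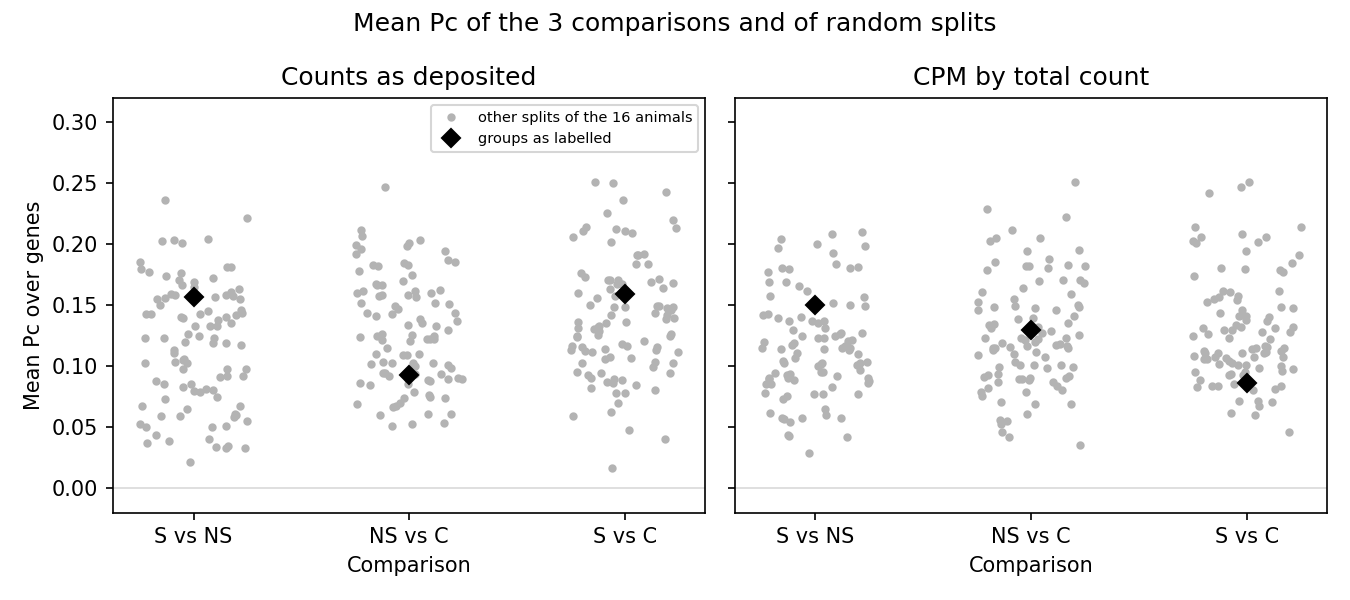
Mean Pc over genes (vertical axis, no unit) in the 3 comparisons, on the counts as deposited (left) and on CPM by total count (right). Diamonds are the labelled groups, and grey points are the other random divisions of the 16 animals into 6, 5 and 5. Each diamond lies within the range of the grey points of its comparison.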

Similar were the findings when instead of the whole transcriptome only genes common in the 3 groups were evaluated suggesting that the findings do not reflect a bias towards transcripts that are present only in some experimental groups (Fig. 2).

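The 3 comparisons shared 13144 genes. Over these, the mean Pc on the deposited counts was 0.1599 in S vs NS, 0.1603 in S vs C and 0.0927 in NS vs C. S vs NS minus S vs C was -0.0004 over these genes.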

**Fig. 2:**
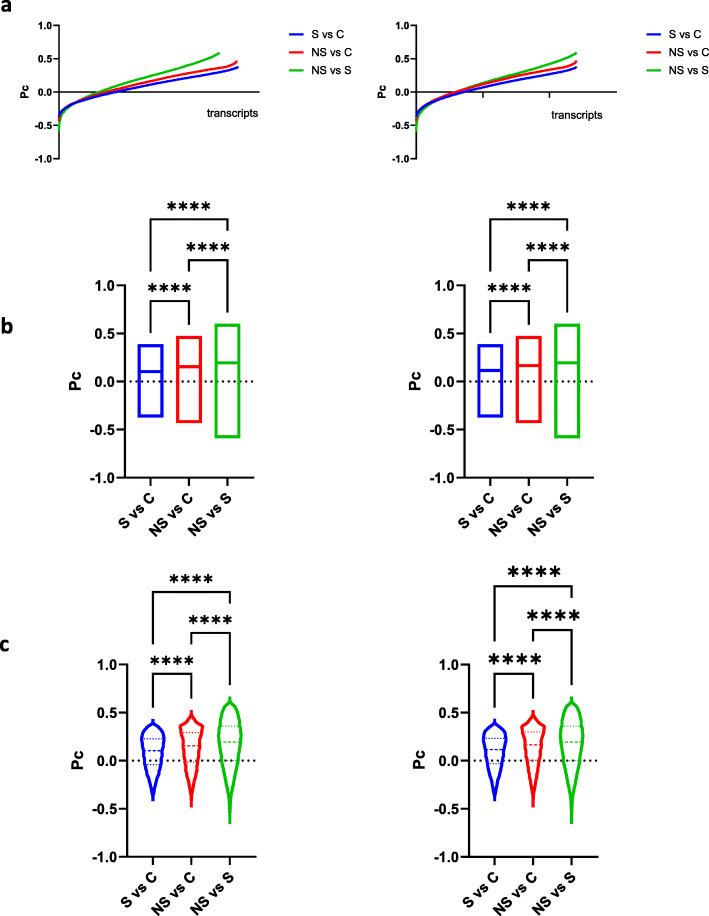
Pc calculation for the liver transcriptome of *P. maniculatus* fed with regular diet (C) or HFD and developed (S) or did not develop (NS) steatosis. Scatter plots of Pc versus transcripts are shown in (**a**), barr plots showing the median values are shown in (**b**), and box and violin plots depicting Pc distribution are shown in (**c**). In the left panel results from all genes surveyed are shown while in the right panel only results from common genes in all 3 pairwise comparisons are shown. ****, *P* < 0.00001 (Ordinary one-way ANOVA, Tukey’s multiple comparisons test)

These results suggest that during HFD administration, extensive reprogramming of the transcriptome occurs, which is more pronounced in the livers that develop steatosis as compared to those that did not. 

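The difference of the mean Pc of NS vs C minus that of S vs C was -0.066 on the deposited counts, with a jackknife standard error of 0.0511. A difference at least as high, counted toward lower coordination in S vs C, occurred in 78 of the 100 random divisions of the animals, and a difference as low in 23. The sign changed on TMM-normalized CPM, where the difference was 0.0417, and on CPM by total count, where it was 0.0434 and was reached in 30 of 100 divisions. With each animal left out in turn, the difference on the deposited counts stayed between -0.0931 and -0.0346. On CPM by total count its jackknife standard error was 0.0499, and it ran from 0.0006, without NS animal 35930, to 0.0824, without S animal 10880.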

The differences in the transcriptomic profile between the livers that did and those that did not develop steatosis at HFD, were more modest (Pc = 0.17). Thus, special diet such as HFD induces more changes in the transcriptome than the pathology (steatosis) per se.

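The difference of the mean Pc of S vs NS minus that of S vs C was -0.0025 on the deposited counts, with a jackknife standard error of 0.0931, and 39 of the 100 random divisions of the animals gave a value as high. It was 0.0779 on TMM-normalized CPM and 0.0642 on CPM by total count, with a value as high in 13 of 100 divisions on the latter. In the BW animals alone it was -0.0625 on the deposited counts and -0.0078 on CPM by total count. With each animal left out in turn, the difference on the deposited counts ranged from -0.0709, without S animal 10880, to 0.0407, without C animal 36001. On CPM by total count its jackknife standard error was 0.1044. There it ran from -0.0337, without NS animal 10865, to 0.1031, without C animal 10876, so its sign also depended on single animals. From the higher average Pc of S vs NS and the lower averages of both comparisons with C, the paper concludes that the diet changes the transcriptome more than steatosis itself does.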

### Gene ontology analyses reveal engagement of inflammation by HFD

To obtain insights regarding the biological processes that are enriched for the transcripts exhibiting the most pronounced changes in Pc values in the 3 comparison groups we utilized the publicly available Gene Ontology Platform (Gene Ontology http://geneontology.org/). For this analysis, the Pc values were sorted for each group in descending order and the genes exhibiting Pc < − 0.2 were analyzed (Suppl Table 4). 

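On the deposited counts, the lowest Pc in S vs C belonged to Armc3 (-0.340), Hacd4 (-0.340) and Sema3e (-0.328). For NS vs C it belonged to Cdh24 (-0.389), the small nucleolar RNA SNORD33 (-0.388) and Cep85l (-0.381). For S vs NS it belonged to Zdhhc21 (-0.527), Fam184a (-0.501) and Mbp (-0.489). Values in all comparisons depended on single animals, most in S vs NS. Without S animal 10880, the Pc of Zdhhc21 was -0.0931, that of Fam184a -0.112 and that of Mbp -0.0057 in S vs NS, and that of Hacd4 -0.224 and that of Sema3e -0.207 in S vs C. Without NS animal 10865, the Pc of Cdh24 was -0.239 and that of Cep85l -0.209, and without NS animal 35930 that of SNORD33 was -0.212.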

The results for the top 10 processes are shown in Table 1 and were derived by using 752 genes, 700 genes and 854 genes for the S vs C, the NS vs C and the S vs NS genes respectively. Both comparisons involving administration of HFD (S and NS) vs C exhibited an enrichment for processes associated with a proinflammatory response. Thus, robust transcriptional reprogramming, consistent with the induction of inflammation, occurs irrespectively of steatosis and despite that no histopathological evidence of inflammation was seen. 

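On the deposited counts, 349 genes in S vs C, 389 genes in NS vs C and 472 genes in S vs NS had a Pc below -0.2. Random divisions of the animals gave as many in 50, 36 and 36 of 100 cases. There were 815, 764 and 980 genes on CPM by total count, and as many in 19, 24 and 8 of 100 divisions. On the deposited counts the numbers rested on single animals. Without S animal 10880, 131 genes remained below the limit in S vs C and 10 in S vs NS, and without NS animal 10865, 160 remained in NS vs C and 93 in S vs NS. Without C animal 10876, 227 remained in S vs C and 109 in NS vs C. All 3 are the SM2 animals. On CPM by total count the numbers also moved with single animals. They ran from 549 to 1093 in S vs C, from 432, without C animal 10876, to 917 in NS vs C, and from 508, without S animal 10880, to 1319 in S vs NS. On that CPM the BW animals alone gave 972, 837 and 883 in S vs C, NS vs C and S vs NS. On the deposited counts the numbers rose to 573 in S vs C without S animal 35982 and to 752 in NS vs C without NS animal 35987.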

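GO annotation was not used here. In its place, 5 lists of genes were written before the counts were seen. The table held 66 of 70 genes listed for T cell activation, 56 of 65 for myeloid leukocytes, 54 of 61 for lymphocytes, 48 of 54 for the G2/M cell cycle and 86 of 92 for lipid metabolism, and 0 genes were in more than 1 list. The share of a list with Pc below -0.2 was set against 10000 random lists of the same size matched on mean count in 10 bins, with a one-sided p-value and Benjamini-Hochberg adjustment over the 15 tests. On the deposited counts, 1 of the 15 had an adjusted p-value under 0.05. In S vs C, 8 of 56 myeloid genes (14.3%) lay below the limit, against 2.81% in the random lists (permutation of genes, p = 0.0003, adjusted p = 0.0045). In NS vs C, 4 of 55 myeloid genes (adjusted p = 0.366) and 4 of 51 lymphocyte genes (adjusted p = 0.772) did so. The T cell list had 3 of 63 genes below the limit in S vs C and 4 of 59 in NS vs C. On TMM-normalized CPM the T cell list passed in both comparisons, with 13 of 63 genes in S vs C and 17 of 59 in NS vs C, and the myeloid list did not. In the BW animals alone, 1 of 56 myeloid genes lay below the limit in S vs C. The myeloid list in S vs C also no longer passed without C animal 35998, 36001 or 10876, or without S animal 35982, 35990, 36016 or 10880. Random lists do not carry the covariation of genes expressed by a single cell type, and these p-values do not account for it.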

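On CPM by total count, 15 of 63 T cell genes (23.8%) in S vs C and 13 of 59 (22.0%) in NS vs C had a Pc below -0.2, each with an adjusted p of 0.0008 from the matched random lists. The myeloid list had 10 of 56 in S vs C, with an adjusted p of 0.0135, and the lymphocyte list had 7 of 51 in NS vs C, with an adjusted p of 0.241. Random divisions of the animals gave shares as large as those of the T cell list in 1 of 100 cases in each comparison, the labelled one, and as large as that of the lymphocyte list in 3. The difference between S and NS in these shares was not tested. The number of the 15 tests past an adjusted p-value of 0.05 on the deposited counts ran from 0 to 4 with each animal left out, and it was 4 without NS animal 35987. With the median Pc of a list in place of the share below -0.2, 9 of the 15 passed, the lipid metabolism list among them in all 3 comparisons. From the proinflammatory processes enriched in both comparisons with C, the paper proposes that transcriptional reprogramming related to inflammation occurs whether or not steatosis develops.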

Comparison between the S vs NS specimens revealed that the most prominent processes were associated with cell cycle regulation.

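In S vs NS, 0 of 48 genes of the G2/M list had a Pc below -0.2 on the deposited counts, against 4.64% in matched random lists. The list's median Pc was 0.104, against 0.157 in random lists (adjusted p = 0.0841 over the 15 tests). Below the limit on CPM by total count were 3 of 48 genes (6.25%, adjusted p = 0.982 by permutation of genes), and 36 of 100 random divisions of the animals gave as large a share. The list was written by hand from well-known G2/M genes and does not cover the GO terms of Table 1.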

**Table 1:** Gene Ontology analysis based on Pc data. Genes having Pc < − 0.2 were considered. For cumulative Pc analysis, the 3 individual Pc were added and the genes within the 5th percentile of those with higher cumulative Pc were considered

GO biological process complete	Fold Enrichment	raw ***P***-value	FDR
**Steatosis vs Control**			
positive regulation of chemokine (C-X-C motif) ligand 2 production (GO:2000343)	11.63	2.14E-04	4.27E-02
myeloid leukocyte activation (GO:0002274)	3.33	6.62E-05	2.01E-02
myeloid leukocyte differentiation (GO:0002573)	3.28	2.14E-04	4.32E-02
positive regulation of T cell activation (GO:0050870)	3.21	3.26E-06	2.71E-03
cytokine production (GO:0001816)	3.08	9.61E-05	2.40E-02
positive regulation of leukocyte cell-cell adhesion (GO:1903039)	3.02	5.30E-06	2.98E-03
positive regulation of leukocyte proliferation (GO:0070665)	2.94	2.50E-04	4.75E-02
cell activation involved in immune response (GO:0002263)	2.7	2.75E-04	4.97E-02
regulation of T cell activation (GO:0050863)	2.69	2.12E-06	1.97E-03
regulation of leukocyte cell-cell adhesion (GO:1903037)	2.67	3.55E-06	2.66E-03
**Non steatosis vs Control**			
neuronal action potential propagation (GO:0019227)	13.51	1.17E-04	4.49E-02
action potential propagation (GO:0098870)	13.51	1.17E-04	4.38E-02
plasma membrane organization (GO:0007009)	3.82	8.77E-05	3.63E-02
lymphocyte differentiation (GO:0030098)	2.66	1.60E-05	1.09E-02
mononuclear cell differentiation (GO:1903131)	2.46	4.78E-05	2.28E-02
leukocyte differentiation (GO:0002521)	2.36	3.51E-05	1.84E-02
lymphocyte activation (GO:0046649)	2.35	9.87E-06	7.77E-03
leukocyte activation (GO:0045321)	2.22	5.65E-06	5.56E-03
hemopoiesis (GO:0030097)	2.1	3.73E-06	5.33E-03
hematopoietic or lymphoid organ development (GO:0048534)	1.97	1.44E-05	1.08E-02
**Steatosis vs Non-Steatosis**			
mitotic G2/M transition checkpoint (GO:0044818)	6	6.01E-05	2.70E-02
negative regulation of G2/M transition of mitotic cell cycle (GO:0010972)	5.24	6.31E-05	2.68E-02
negative regulation of cell cycle G2/M phase transition (GO:1902750)	4.68	6.85E-05	2.77E-02
regulation of G2/M transition of mitotic cell cycle (GO:0010389)	4.64	1.79E-06	1.76E-03
regulation of cell cycle G2/M phase transition (GO:1902749)	3.9	1.26E-05	8.61E-03
negative regulation of mitotic cell cycle phase transition (GO:1901991)	3.15	7.98E-05	3.14E-02
negative regulation of cell cycle phase transition (GO:1901988)	3.12	3.47E-05	1.89E-02
regulation of mitotic cell cycle phase transition (GO:1901990)	2.79	1.79E-06	1.66E-03
regulation of cell cycle phase transition (GO:1901987)	2.56	8.13E-06	6.40E-03
mitotic cell cycle (GO:0000278)	2.06	1.73E-05	1.09E-02
**Pc (cumulative) with top 5% of genes (600)**			
mammary gland epithelium development (GO:0061180)	5.14	1.34E-04	4.91E-02
cellular modified amino acid metabolic process (GO:0006575)	3.59	2.51E-05	1.36E-02
sulfur compound metabolic process (GO:0006790)	2.95	9.59E-06	5.59E-03
glycerophospholipid metabolic process (GO:0006650)	2.76	1.29E-04	4.85E-02
phospholipid metabolic process (GO:0006644)	2.59	6.53E-05	2.94E-02
cellular lipid metabolic process (GO:0044255)	2.4	5.38E-09	9.41E-06
organophosphate metabolic process (GO:0019637)	2.37	1.09E-07	1.07E-04
monocarboxylic acid metabolic process (GO:0032787)	2.26	6.99E-05	3.06E-02
carboxylic acid metabolic process (GO:0019752)	2.19	2.63E-06	1.80E-03
organic acid metabolic process (GO:0006082)	2.18	1.16E-06	9.65E-04

In order to identify genes that collectively exhibit changes in their transcriptomic profile across the different groups, we calculated a cumulative Pc index by adding the 3 independent Pc indices for the genes that were common between the 3 individual pairwise comparisons. Then we sorted the genes in descending order according to their cumulative Pc and selected the top 5% which corresponded to about 600 genes for GO analysis (Table 1 and Suppl Table 5). Not surprisingly, GO analysis indicated that processes associated with metabolism were more prominently enriched.

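The top 5% of cumulative Pc held 657 of the 13144 shared genes on the deposited counts. It included 3 of the 86 genes of the lipid metabolism list, against 5.15 in matched random lists (permutation of genes, one-sided p = 0.9003). Without the SM2 animal 10876, 10865 or 10880, the random lists gave 12.8, 12.3 and 11.8 genes, and 4, 4 and 3 lipid genes were found. In the BW animals alone 3 were found against 11.9, at percentile 0 of the random lists. On all animals, the top included 6 of 86 on CPM by total count (permutation of genes, p = 0.5089). With each animal left out in turn the number ran from 1, without S animal 35990, to 7, without S animal 35982. Slc44a1, the first gene of Supplementary Table 5, had a Pc of 0.322 in S vs C, 0.134 in NS vs C and 0.350 in S vs NS on the deposited counts, and 0.373, 0.439 and 0.509 on CPM by total count. With 1 animal left out these fell as low as 0.193, -0.0052 and 0.128 on the deposited counts. On CPM by total count they fell as low as 0.193, 0.191 and 0.272. The list covers lipid genes alone, and amino acid, sulfur and organic acid processes of Table 1 were not analysed here.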

### Differential expression only reveals a fraction of processes linked to steatosis

To appreciate the discovery power of the proposed transcriptome coordination strategy, we also performed conventional differential expression and GO analysis (Suppl Table 6). For this analysis the iDEP online platform was used by using FDR cut-off 0.1 and minimum fold change 2. As shown in Table 2 the results were not highly consistent and informative in the different groups and suggested enrichment of processes associated with lipid metabolism in the NS vs C, while in the S vs C comparison, processes associated with cytokinesis, mitotic spindle formation and epithelial to mesenchymal transition. 

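The same 5 gene lists were tested for differential expression with limma's camera, with an inter-gene correlation set to 0.01 and Benjamini-Hochberg adjustment over 15 two-sided tests. The lipid list was higher in NS vs C, with a median log2 fold change of 0.27 against 0.01 over all genes (camera adjusted p = 0.0003161). In S vs C the G2/M list was higher, with a median of 0.50 (camera adjusted p = 0.0001536), and so was the lymphocyte list, with 0.34 (camera adjusted p = 0.01152). The median over all genes in S vs C was 0.06. The T cell and myeloid lists had medians of 0.26 and 0.35 in S vs C (camera adjusted p = 0.1149 and 0.1278). In NS vs C all lists of immune genes had camera adjusted p-values of 0.1731 or more. None of these calls was made by fry or by camera with an estimated correlation, where 0 of the 15 tests had an adjusted p-value under 0.05. By single genes, S vs C had 13 lipid, 7 G2/M, 4 lymphocyte, 3 myeloid and 1 T cell gene called over all genes tested, and 22, 14, 2, 3 and 1 when adjusted over the list alone. NS vs C had 2 lipid genes called over all genes and 7 when adjusted over the list alone, and 0 genes of the other lists either way. The paper states that differential expression was neither highly consistent nor informative in the different groups.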

In the S vs NS comparison, the most prominent processes enriched were related to apoptosis and regeneration. 

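In S vs NS the G2/M list was higher, with a median log2 fold change of 0.56 against 0.02 over all genes (camera adjusted p = 3.068e-06), and the lymphocyte list had 0.22 (camera adjusted p = 0.0443). Over all genes tested, 1 gene was called, with 1381 genes at an unadjusted p-value under 0.05. It was Ugt2a3, a UDP-glucuronosyltransferase, with a mean of 44.5 ± 21.4 CPM (SD, n = 5) in S and 497 ± 279 CPM (SD, n = 5) in NS. Its log2 fold change was -3.48 (standard error 0.45, adjusted p = 0.006513 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed called with any of the 10 animals left out, but not in a fit of the animals of S and NS alone (edgeR adjusted p = 0.2211). With stock as a covariate 17 genes were called, and 18 in the BW animals alone. Paralogs of this family can share reads, and the counts of uniquely mapped reads do not show how many were lost. Pdilt and Rab38 had log2 fold changes of -3.65 and -3.02, and Cd36 and Gpsm2 of 1.42 and 1.22, with edgeR adjusted p-values from 0.1725 to 0.2117. Over the alternatives tried, DESeq2 gave the lowest adjusted p-values of these 4 genes, from 0.0001573 to 0.001958, and edgeR on the animals of S and NS alone the highest, 0.5815. Of the 5 gene lists, 0 genes were called in S vs NS over all genes tested, and 2 G2/M genes (Cdk1 and Top2a) and 1 lipid gene (Cd36) when adjusted over the list alone. Gene lists for apoptosis and regeneration were not analysed here.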

The number of differentially expressed genes and the top 3 upregulated and downregulated transcripts in each comparison are shown in Fig. 3.

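In S vs C, 513 genes were called, 391 higher and 122 lower in S. In NS vs C, 9 genes were called, 6 higher and 3 lower in NS. Of these 9, 8 were also called in S vs C. DESeq2, with the same filter and limits, called 550, 53 and 71 genes in S vs C, NS vs C and S vs NS. In both comparisons with C, the fatty acid desaturases Fads1 and Fads2 had the smallest adjusted p-values of the called genes that were higher on HFD. Fads1 had 184 ± 37.5 CPM (SD, n = 6) in C, 563 ± 113 CPM (SD, n = 5) in NS and 570 ± 147 CPM (SD, n = 5) in S. Its log2 fold change was 1.63 in S vs C (standard error 0.20, edgeR adjusted p = 0.001207) and 1.61 in NS vs C (standard error 0.20, edgeR adjusted p = 0.001422). Fads2 had 575 ± 94.5 CPM (SD, n = 6) in C, 1630 ± 230 CPM (SD, n = 5) in NS and 1369 ± 305 CPM (SD, n = 5) in S. Its edgeR adjusted p-value was 0.003631 in S vs C, with a log2 fold change of 1.25, and 0.0009013 in NS vs C. Apoa4 rose by 4.34 in S vs C (standard error 0.74, edgeR adjusted p = 0.01248). It had 56.2 ± 76.6 CPM (SD, n = 6) in C, 615 ± 591 CPM (SD, n = 5) in NS and 1143 ± 659 CPM (SD, n = 5) in S. Lower in S than in C were Ugt2a3 (log2 fold change -3.86), Slc17a1 (-5.64) and Pdilt (-4.16), with edgeR adjusted p-values of 0.01248 or less. Ebpl and Etnk2, each at -1.01, were tied with Slc17a1 and Pdilt by adjusted p-value. In NS vs C, Prss35 was higher (4.05, edgeR adjusted p = 0.03952), and Gnmt (-2.19), Cox7a1 (-1.92) and Myrip (-3.62) were lower, with edgeR adjusted p-values from 0.04939 to 0.06935. Fads1, Fads2, Apoa4, Ugt2a3, Slc17a1 and Pdilt in S vs C, and Fads1 and Fads2 in NS vs C, stayed called in 11 of 11 fits that each left out 1 animal. Ebpl stayed in 7 and Etnk2 in 6 of the 11, and neither was called in the BW animals alone, where their log2 fold changes were -0.89 and -0.98, inside the fold change limit. Prss35 stayed in 9, Gnmt and Cox7a1 in 7 and Myrip in 2 of the 11. The number of called genes in NS vs C was 29 without NS animal 35930 and 2 without NS animal 35963 or 35987, and in S vs C it was 192 without C animal 36007.

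**Figure D2:**
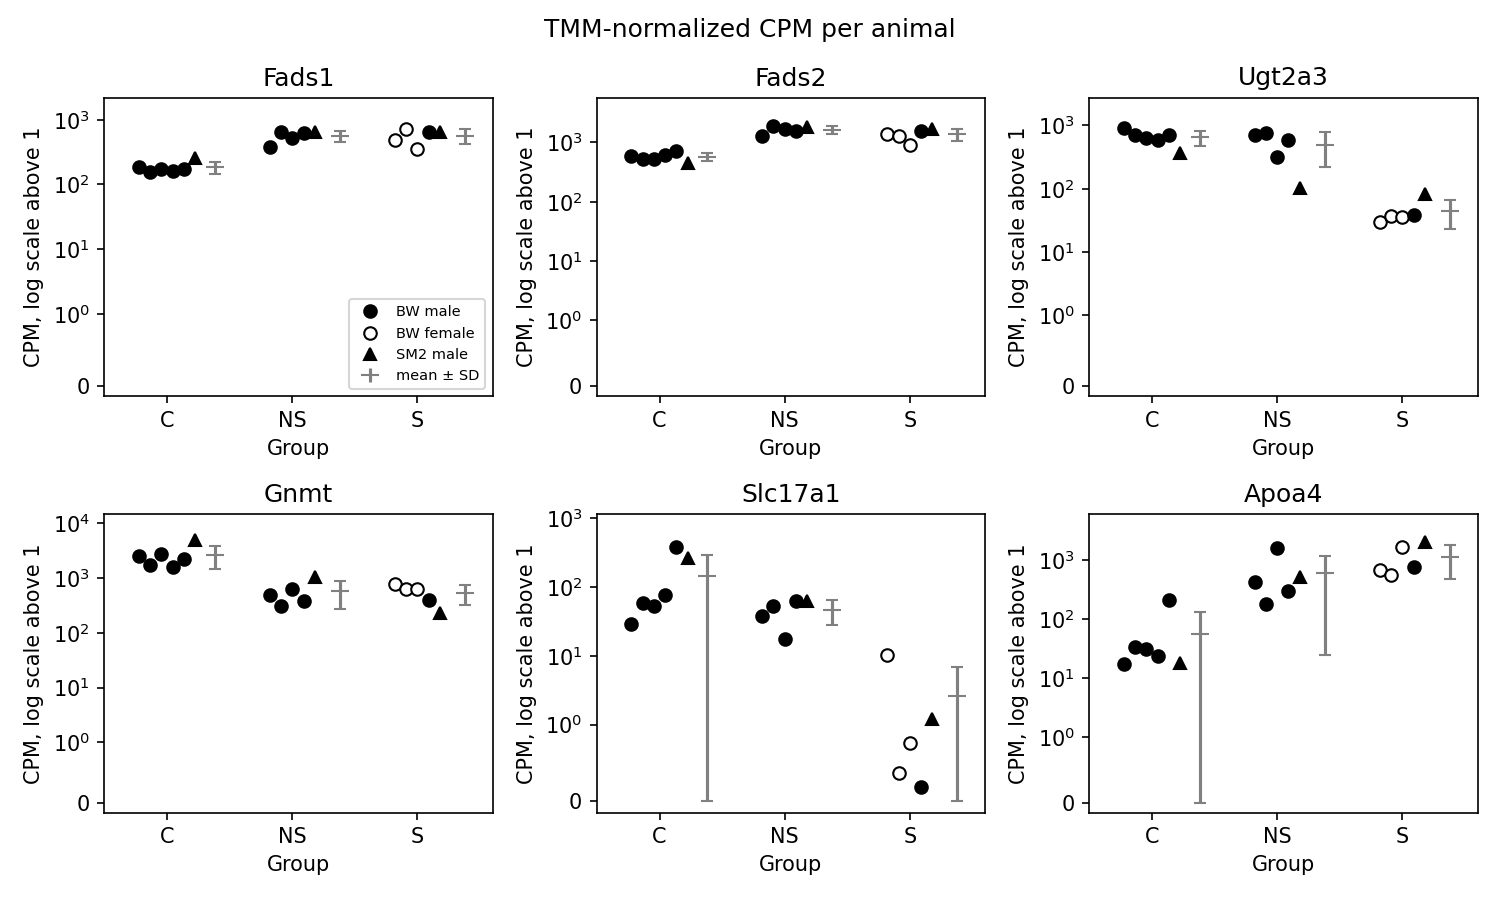
TMM-normalized CPM (vertical axis, logarithmic above 1 and linear below) of 6 genes labelled in Fig. 3, per animal and group. Circles are BW animals, open for females, triangles are SM2 animals, and grey marks are the mean ± SD, with bars that do not go below 0. Fads1 and Fads2 lie higher in every HFD animal than in every control, and Apoa4 lies higher in every S animal than in every control.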

**Table 2:** Gene Ontology analysis based on differential expression. The results for the top 10 processes are shown in the table

GO biological process complete	Fold Enrichment	raw ***P***-value	FDR
**Steatosis vs Control**			
actomyosin contractile ring organization (GO:0044837)	25.52	6.19E-04	2.21E-02
actomyosin contractile ring assembly (GO:0000915)	25.52	6.19E-04	2.20E-02
assembly of actomyosin apparatus involved in cytokinesis (GO:0000912)	25.52	6.19E-04	2.20E-02
regulation of postsynaptic cytosolic calcium ion concentration (GO:0099566)	25.52	6.19E-04	2.19E-02
positive regulation of epithelial to mesenchymal transition involved in endocardial cushion formation (GO:1905007)	25.52	6.19E-04	2.19E-02
negative regulation of lipoprotein lipase activity (GO:0051005)	24.3	7.99E-05	4.58E-03
glomerular visceral epithelial cell migration (GO:0090521)	21.26	9.13E-04	2.88E-02
mitotic spindle midzone assembly (GO:0051256)	21.26	9.13E-04	2.88E-02
mitotic spindle elongation (GO:0000022)	21.26	9.13E-04	2.87E-02
regulation of epithelial to mesenchymal transition involved in endocardial cushion formation (GO:1905005)	21.26	9.13E-04	2.86E-02
**Non steatosis vs Control**			
regulation of intestinal cholesterol absorption (GO:0030300)	> 100	2.85E-06	8.98E-03
regulation of intestinal lipid absorption (GO:1904729)	> 100	3.56E-06	8.01E-03
regulation of intestinal absorption (GO:1904478)	91.62	7.54E-06	1.48E-02
positive regulation of fatty acid biosynthetic process (GO:0045723)	56.38	2.80E-05	3.15E-02
positive regulation of triglyceride metabolic process (GO:0090208)	50.55	3.79E-05	3.73E-02
positive regulation of lipid catabolic process (GO:0050996)	47.29	4.56E-05	4.22E-02
positive regulation of fatty acid metabolic process (GO:0045923)	42.49	3.26E-06	8.57E-03
regulation of fatty acid metabolic process (GO:0019217)	20.57	4.96E-05	4.34E-02
steroid biosynthetic process (GO:0006694)	19.94	5.57E-05	4.62E-02
monocarboxylic acid biosynthetic process (GO:0072330)	16.4	1.52E-05	2.18E-02
**Steatosis vs Non-Steatosis**			
positive regulation of phagocytosis, engulfment (GO:0060100)	16	3	0.05
positive regulation of membrane invagination (GO:1905155)	16	3	0.05
animal organ regeneration (GO:0031100)	27	4	0.09
regeneration (GO:0031099)	101	5	0.34
regulation of cell death (GO:0010941)	1667	20	5.53
regulation of programmed cell death (GO:0043067)	1504	18	4.99
regulation of apoptotic process (GO:0042981)	1468	17	4.87
regulation of cell population proliferation (GO:0042127)	1691	18	5.61
cellular response to organic substance (GO:0071310)	1816	18	6.03
response to organic substance (GO:0010033)	2529	22	8.4

**Fig. 3:**
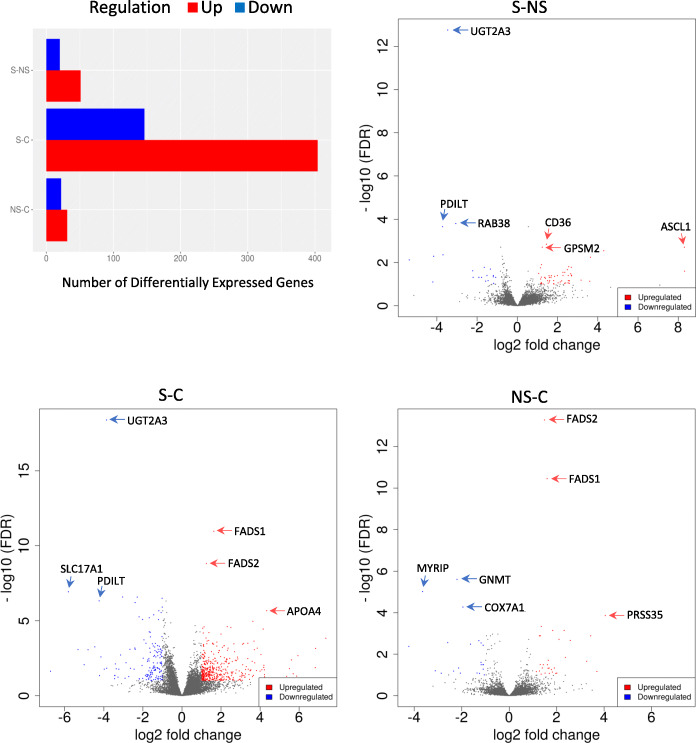
Number of differentially expressed genes, the volcano plots and the top 3 upregulated and down regulated genes in all 3 pairwise comparisons. FDR cutoff is 0.1 and minimum fold change is 2

### Immune cell markers do not exhibit differential expression in the livers of deer mice receiving HFD

Despite that immune cell activation was not detectable by the conventional differential expression analysis it remains plausible that individual mediators of the proinflammatory response are differentially expressed. 

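The counts of 12 cytokine and chemokine genes (Il1b, Il15, Il18, Ccl2, Ccl6, Ccl20, Cxcl1, Cxcl9, Cxcl10, Cxcl12, Cxcl16 and Cx3cr1) were divided by the Tbp count of the same animal. Tbp, the TATA-box binding protein, is itself a low-count gene with 25 to 79 counts per animal, so each ratio carries its counting error. Its TMM-normalized CPM was 7.22 ± 0.41 (SD, n = 6) in C, 7.18 ± 1.08 (SD, n = 5) in NS and 5.76 ± 0.85 (SD, n = 5) in S. Every S animal lay below every C animal, so part of a higher ratio in S can come from Tbp. The F statistic over the 3 groups was set against all 2018016 assignments of the 16 animals to groups of 6, 5 and 5. The lowest p was that of Cxcl12, with a ratio of 8.74 ± 1.80 (SD, n = 6) in C, 10.8 ± 2.80 (SD, n = 5) in NS and 13.3 ± 2.78 (SD, n = 5) in S. Its exact permutation p was 0.03075, with a Benjamini-Hochberg value of 0.3691 over the 12 genes. Of the 12 genes, 1 had an unadjusted p-value under 0.05 and 0 when adjusted over the list alone. Cxcl12 no longer had an unadjusted p under 0.05 on TMM-normalized CPM (exact permutation p = 0.2126) or in the BW animals alone (exact permutation p = 0.0852). Its TMM-normalized CPM was 62.9 ± 12.0 (SD, n = 6) in C, 75.7 ± 13.0 (SD, n = 5) in NS and 75.6 ± 14.8 (SD, n = 5) in S. The other 11 genes had exact permutation p-values of 0.1524 or more. Il1b was 1.62 ± 0.707 (SD, n = 6) in C, 1.05 ± 0.673 (SD, n = 5) in NS and 3.03 ± 3.92 (SD, n = 5) in S. The S mean rests on animal 35990, which had a ratio of 9.95 against 2.07 or less in the other S animals. Ccl2, Ccl20 and Cx3cr1 reached at most 15 counts in any animal, so small differences in them were not detectable at this depth.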

We tested this by evaluating the expression of a panel of immune cell markers including IL1b, IL15, IL18, CCL2, CCL6, CCL20, CXCL1, CXCL9, CXCL10, CXCL12, CXCL16, and CX3CR1 but none showed differential expression levels between the experimental groups (Fig. 4, not significant, Ordinary one-way ANOVA, Tukey’s multiple comparisons test).

**Fig. 4:**
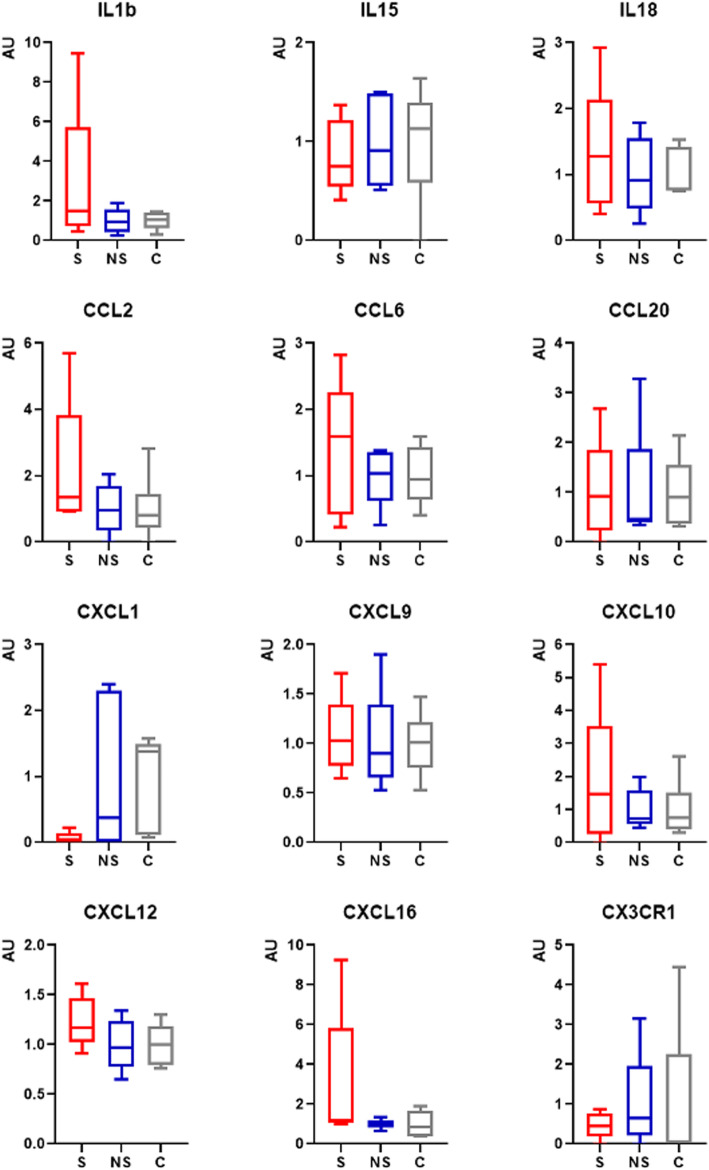
Expression of cytokine and chemokine genes in the livers of control (C), and animals that received HFD and developed steatosis (S) or did not develop steatosis (NS). Data were extracted from the RNA-Seq read counts and normalized with TBP (TATA-Box Binding Protein) expression. Statistical analysis was performed by ordinary one-way ANOVA applying Tukey’s multiple comparisons test, and no results were significant (*n* = 6 for C, and *n* = 5 for each of S and NS) .

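In exact permutation tests of the 36 pairs of groups over the 12 genes, the lowest p was 0.0108 for Cxcl12 in S vs C, with a Benjamini-Hochberg value of 0.3896. Cxcl1 in S vs C had an exact permutation p of 0.0303 and a Benjamini-Hochberg value of 0.5455. Its ratio to Tbp was 4.32 ± 3.01 (SD, n = 6) in C, 4.77 ± 5.73 (SD, n = 5) in NS and 0.331 ± 0.439 (SD, n = 5) in S. In edgeR's quasi-likelihood F test over the 3 groups, Cxcl1 had an unadjusted p of 0.01512, and its adjusted p-value over all genes was 0.1707. In the pairwise edgeR test of S vs C, 1 of the 12 genes was called over all genes and 1 when adjusted over the list alone, Cxcl1 in both cases. Its log2 fold change was -3.88 (standard error 1.26, edgeR adjusted p = 0.0832). By ratio to Tbp, C animals 35972 (0.348) and 35975 (0.574) lay below S animal 35990 (1.11), and the other C animals lay above every S animal. NS animals 35937 (0.0364) and 35987 (0.0492) lay below every S animal, so low Cxcl1 was not particular to S. In S vs NS, 2 of the 12 genes had an unadjusted p-value under 0.05, 0 were called over all genes and 1 when adjusted over the list alone, again Cxcl1, with a log2 fold change of -4.11 (standard error 1.29, edgeR adjusted p = 0.307 over all genes). In NS vs C, 0 genes were called either way and 0 had an unadjusted p-value under 0.05. From the lack of differences in these mediators between the groups, the paper states that immune cell markers were not differentially expressed.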

## Discussion

The assessment of differential expression is an important indicator of genes associated with pathology however its value can be limited when genetically diverse specimens are analyzed. Genes highly relevant to disease may remain masked if the variation in gene expression between individuals reduces the statistical power of differential expression studies. For example, in hepatic steatosis, despite the established role of endoplasmic reticulum stress in disease development, genes associated with the unfolded protein response are not usually detected by differential expression analysis [6]. Such role though can be revealed when their coordination with the whole transcriptome is examined [9]. When the role of inflammation is studied in liver disease, it marks only its more advanced stages and is frequently dissociated from steatosis, especially in some animal models [26–29]. While the deregulation of pro-inflammatory cytokines is detected in benign steatosis in the absence of typical liver inflammation they are generally considered as the direct outcome of aberrant lipid metabolism, occasionally originating from visceral fat, are linked to insulin resistance and are not representative of an orchestrated inflammatory response occurring in the liver [30–32].

By using a novel, unbiased whole transcriptome analysis, that relies on the extent of expression of all transcripts in livers from outbred rodents that developed or not steatosis after HFD administration, we were able to show that both in the specimens that did not show pathology and those that exhibited steatosis, a robust engagement of proinflammatory processes occurred. What however differentiated the two entities was the engagement of T cell activation and myeloid leukocyte differentiation processes that was detected only in the fatty livers and could be due to the presence of genetic modifiers that differentiates the responses recorded between the groups. Conventional differential expression analysis that focuses on transcripts exhibiting quantitative differences in the experimental groups, failed to reveal evidence of immune cell activation. This was further supported by the lack of significant changes in the expression of a panel of established mediators of inflammation in liver disease. Probably this limitation is related to the genetically diverse nature of the specimens in combination with the fact that such changes may be below the thresholds of significance of such analysis. Furthermore, it may indicate that in this animal model, under the present conditions and at this stage of disease development, only some transcriptional reprogramming had occurred that has primed cells for the mobilization of the immune cells. The latter, however, has not occurred substantially, as yet, because differential expression was not implemented. Such priming for transcriptional reprogramming may have committed the liver tissue into a permissive state at which pro-inflammatory changes occurred, even prior to the engagement of specific markers that are diagnostic for immune cell engagement. Coordination analysis, especially at the whole transcriptome level, leverages such diversity in gene expression among individual specimens and can extract meaningful information even when subtle changes occurred. To that end, it is conceivable that prolonged high fat diet administration and/or diet richer in fat than the one presently used, may eventually cause histologically detectable changes consistent with hepatic inflammation and steatosis in the animals that received HFD but did not develop steatosis so far. Consistently with this notion, it is plausible that application of this analysis in human specimens may be capable of revealing changes prior to the manifestation of specific histological or molecular alterations.

This coordination analysis also indicated in pairwise comparisons that a major difference of the livers with and without steatosis, as compared to the controls is that in those with steatosis, the transcriptome underwent more extensive reorganization compared to those without. Comparison though of the two, exhibited the higher retention in the profile of coordination. This suggests that diet supersedes pathology in shaping the profile of the transcriptome. From a different perspective this observation implies that for the emergence of pathology, such as steatosis, a more restricted roster of changes in gene expression is sufficient, while more global changes, likely imply the operation of homeostatic mechanisms that maintain normal cellular function.

Conventional differential expression analysis of gene expression was only able to reveal inconsistent changes between the experimental groups, among which the most prominent were related to lipid metabolism in NS vs C, cytokinesis, mitotic spindle formation and epithelial to mesenchymal transition in S vs C, and processes related to apoptosis and regeneration in S vs NS comparison.

Collectively, these results suggest that inflammatory engagement is robustly triggered by HFD even before inflammation is detectable in the histopathological analysis or by the differential expression studies, and illustrate the power of the proposed gene coordination approach to reveal changes that conventional strategies cannot.

## Materials and methods

### Animals

Deer mice, *P. maniculatus* were obtained from the Peromyscus Genetic Stock Center (PGSC) of the University of South Carolina (UofSC), Columbia, SC (RRID:SCR_002769). Deer mice, *P. maniculatus bairdii* (BW Stock), were bred as a closed colony in captivity, since 1948 and descended from 40 ancestors wild-caught near Ann Arbor, Michigan [14]. Deer mice were fed either a regular chow diet (*n* = 6) or a high fat diet (HFD, 58 kcal% fat and sucrose, Research Diets D12331) (*n* = 10) for 28 weeks, starting at 3–4 months of age. A larger number of animals received HFD to obtain cohorts with and without steatosis [5]. Body weight was measured every 2 weeks. Animals were then sacrificed using isoflurane as an anesthetic followed by cervical dislocation, and the livers were collected. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) and the Department of Health and Human Services, Office of Laboratory Animal Welfare, University of South Carolina (Approval No. 2349–101,211-041917). All methods were carried out in accordance with relevant guidelines and regulations. The study was carried out in compliance with the ARRIVE guidelines.

### RNA sequencing

RNA and library preparation, sequencing, and postprocessing of the raw data and data analysis were performed by the USC CTT COBRE Functional Genomics Core. RNAs were extracted with a Qiagen RNeasy Plus Mini kit as per manufacturer’s recommendations (Qiagen, Valencia, CA). RNA integrity was assessed using the Agilent Bioanalyzer and samples had a quality score ≥ 8.6. RNA libraries were prepared using established protocol with NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB, Lynn, MA). Each library was made with one of the TruSeq barcode index sequences and pooled together into one sample to be sequenced on the HiSeq 2x150bp pair-ended sequencing platform (Genewiz). Sequences were aligned to the *P. maniculatus* genome (HU_Pman_2.1 (GCA_003704035.1)) in ensembl.org using STAR v2.7.2 [33]. Reads were counted using the featureCounts function of the Subreads package [34] using Ensembl GTF and summarized at exon, transcript, or gene level. Only reads that were mapped uniquely to the genome were used. The differentially expressed gene analysis was conducted with iDEP.91 (iDEP Platform http://bioinformatics.sdstate.edu/idep/) [35]. The criteria used for this analysis were FDR with cut-off 0.1 and minimum fold change in gene expression of 2.

### Histology

Upon termination of the study the liver of the animals was removed, fixed in 10% neutral buffered formalin and paraffin embedded. The livers were stained with H&E and were histologically evaluated. Histological examination of the liver specimens was performed blindly for the presence of hepatic steatosis according to the scoring system designed by the Pathology Committee of the NASH Clinical Research Network, which addresses the full spectrum of lesions of NAFLD [36]. Images shown were obtained by a Leica ICC50 HD.

### Coordination analysis

The correlation coefficients (R, Person’s) values of each gene against all other genes in the transcriptome were calculated in specimens of steatosis vs nonsteatosis, steatosis vs control and nonsteatosis vs control, respectively. The composite correlation (Pc) index was evaluated by calculating the Person’s R of all R coefficients, of each gene in each group combination. This transformation resulted in the development of a unique Pc value corresponding to each of these genes. This reflects the extent by which coordination with the whole transcriptome changes in the corresponding gene. All calculations were conducted with R 3.6.3.

### Statistical analysis

For differential expression results were analyzed by using the iDEP platform default values (FDR cut-off = 0.1 and minimum fold change = 2). For GO analyses Fisher test was used by applying FDR correction (details in corresponding supplementary Tables). For correlation studies, R value from Pearson’s correlation was calculated. Comparisons between groups for both Pc values and differential expression of qPCR results were performed by ordinary one-way ANOVA and by applying Tukey’s multiple comparisons test. In all case results were considered significant when *P* < 0.05.

## Supplementary Information

**Additional file 1: Supplementary Table 1.** Pc values for each gene derived from the comparison of NS and C groups.

**Additional file 2: Supplementary Table 2.** Pc values for each gene derived from the comparison of S and C groups.

**Additional file 3: Supplementary Table 3.** Pc values for each gene derived from the comparison of NS and S groups.

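The Pc of a gene in Supplementary Tables 1, 2 and 3 is a correlation between correlations, so it has no unit, and the tables give it without an error. The copies used here are shortened and hold the lowest Pc values, for 1997 genes in NS vs C, 1998 in S vs C and 1998 in S vs NS. The paper's full numbers are 13340, 13434 and 12041. Of the genes in the copies, 1994, 1994 and 1998 were matched by symbol. The paper's Pc values differed from those on CPM by total count by a median of 0.000385 in NS vs C and 0.000361 in S vs C. In S vs NS the median difference was 0.0134 on CPM by total count and 0.000262 when genes with a mean below 0.2 CPM were left out before the correlations. On the counts as deposited the median differences were 0.123, 0.182 and 0.212 in the same order. The first genes of Supplementary Tables 1, 2 and 3 are Rhobtb1, Rras2 and Cpz. On CPM by total count each had the lowest Pc of its comparison, at -0.431, -0.372 and -0.559. On the counts as deposited they had -0.366, 0.285 and -0.408. The normalization and the filter were found by comparison with these tables, after the data were seen.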

**Additional file 4: Supplementary Table 4.** GO analysis results for genes exhibiting Pc < − 0.2 in all experimental group comparisons.

**Additional file 5: Supplementary Table 5.** Cummulative Pc and corresponding GO analysis for 5% of transcripts with higher Pc.

**Additional file 6: Supplementary Table 6.** GO analysis for differentially expressed genes in all experimental groups comparisons.

## Data Availability

Deer mice are available from the Peromyscus Genetic Stock Center. Data were deposited to NCBI. Accession No. GSE146846. Permanent link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146846

How the deposited data were processed for this re-analysis (not part of the article)

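RNA was sequenced from the livers of 16 deer mice, 6 on regular diet (C), 5 on HFD without steatosis (NS) and 5 on HFD with steatosis (S). Diet, steatosis, sex and stock were taken from the sample labels, and diet and steatosis were checked against the group sizes the paper gives. The 3 female animals are all in S, and each group holds 1 animal of the SM2 stock. The authors aligned paired-end reads with STAR v2.7.2 to HU_Pman_2.1, counted uniquely mapped reads per gene with featureCounts, and deposited raw counts without normalization. The table holds 16910 genes by symbol, 0 lines that name no gene and 0 columns that were not mapped to an animal. The paper's text gives neither the strand setting of the counting nor the conversion to symbols, so overlapping genes, antisense genes and close paralogs are uncertain.

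Total counts per animal lay between 4640733 and 11349971, and the 10 most abundant genes took 14.6 to 20.3% of them. The ratios and CPM of genes with a few counts are dominated by counting error. A gene whose animals in a group all had 3 counts or fewer was treated as at the floor, and no fold against that group was given.

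Differential expression was tested on the deposited counts with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, by the quasi-likelihood test with TMM normalization, for the 12639 genes with at least 0.5 CPM in at least 1 animal. All 16 animals entered 1 fit without covariates. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.1 and a fold change of at least 2. The Pc of each gene was calculated in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, from Pearson's r with every other gene within each group, on the counts as deposited and for genes whose counts vary in both groups. The spread of a mean Pc is a jackknife over animals, because genes are not replicates. Results were set beside 100 seeded divisions of the animals, the labelled one included, and S vs NS with stock taken into account beside all 35 or 70 splits. Figures were drawn with matplotlib 3.10.9.

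Without GO annotation, 5 gene lists written before the data were examined took the place of GO terms. Low Pc in a list was tested against 10000 random lists matched on mean count in 10 bins, and differential expression of a list with camera at an inter-gene correlation of 0.01. Another list of 8 sex-linked genes, meant to check the sex labels, had 0 genes in the table, so the sex labels were not checked. For the panel of cytokine and chemokine genes, counts were divided by the Tbp count and the groups were compared by exact permutation tests. The genes named are those the paper names, the 3 called genes with the smallest adjusted p-value in each direction of each comparison, the 3 genes with the lowest Pc of each comparison and the first genes of Supplementary Tables 1, 2, 3 and 5. Of the genes labelled in Fig. 3, 1 is not reported here. The 5 most abundant myeloid genes were named for S animal 35990. Cdk1 and Top2a were named as the G2/M genes called in S vs NS when adjusted over the list alone.

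The edgeR calls, the Pc and the permutation test of the panel were tested on simulated data, and the list tests, the jackknife and the counts of divisions were not. Of 200 genes changed among 12639 simulated genes, 97% were recovered in S vs C and 97.5% in S vs NS, with 11 and 6 false calls, and 0 genes were called in NS vs C, where none was changed. The changes were 4-fold and only in genes above a minimum count, so smaller changes and low-count genes were not tested. For 300 genes, Pc differed from a direct calculation by at most 1.4e-16. Of 200 genes with inverted correlations among 3000 simulated genes, 100% had a Pc below -0.2, and 0% of the others did. The simulated genes had high counts, equal depth in all animals and a strong shared factor, unlike the data. On the deposited counts, random divisions of the animals gave medians of 325 to 352 genes below -0.2, so these percentages do not carry over. The permutation test differed by 0 from direct enumeration for 4 genes.

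The alternatives were DESeq2 1.42.0, RLE size factors, other filters on low counts, sex or stock as a covariate, BW animals alone, fits of only the groups compared, other thresholds, TMM-normalized CPM with and without log2 after adding 4, Spearman's rho, values centred by sex within S, other set tests, and each animal left out in turn. Spearman's rho and the centring by sex were both taken on TMM-normalized CPM. CPM by total count, with and without a minimum mean of 0.2 CPM or the BW animals alone, was added after the data were seen. Body weight, histology and GO analyses were not analysed here. Supplementary Tables 1, 2 and 3 were used in shortened copies, for values of single genes and not for set tests.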

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

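The tests below were set before the result they measure was seen, except that of sex for S animal 35990. An animal was taken up here where its gap to the nearest animal of its group was large against the range of the group. This held for 15 of 78 groups of animals examined, where about 3.9 are given by chance.

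S animal 35990 was the highest of the 5 S animals for several genes of the cytokine and chemokine panel. Its ratio of Il1b to Tbp was 9.954, against 0.453 to 2.07 in the other S animals. Its ratio was 6.169 for Cxcl16, 1.108 for Cxcl1 and 0.2308 for Ccl2, the last from 15 counts. Library depth is argued against as the cause, since the total count of 35990 was 9001731, inside the range of the other S animals. The myeloid list was higher in 35990 than in the mean of the other S animals by a median log2 difference of 0.96, at percentile 100 of 10000 expression-matched random lists, with 46 of 56 genes higher. A candidate explanation is more myeloid cells, or more of their RNA, in this sample. The shift was not specific to that list, since the G2/M list also lay at percentile 100 (median 0.32), the T cell list at 99.87 and the lymphocyte list at 99.71, and the lipid list lay at 0 (median -0.46). Of the 5 most abundant myeloid genes of the other S animals, Marco (288 CPM against at most 108 in the other S animals), Mrc1 (142 against 97.9), C1qb (207 against 99.8) and C1qc (190 against 90.8) were above the range of the other S animals, and Clec4f (134 against at most 140) was inside it. Of the 56 myeloid genes in the table, 45 had a mean of at least 1 CPM in C, so normal liver holds most of them. The other female S animals, 35955 and 35982, had Il1b ratios of 1.054 and 2.0741, near the 1.6 of male S animal 36016, so female sex alone is argued against. A state of this animal's liver and its sampling stay open and were not tested.

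The other panel ratios far from their group rest on few counts or on 1 animal. Ccl2 in C animal 35972 was 0.1087 from 5 counts, Ccl20 in NS animal 35987 was 0.1311 from 8 counts, and Cx3cr1 was 0.0641 in C animal 36001 from 5 counts and 0.1346 in NS animal 10865 from 7 counts. Cxcl10 in C animal 35972 was 0.5435 and Cxcl9 in NS animal 10865 was 1.423. Animal 10865 is of the SM2 stock, and over all SM2 and BW animals the stock difference was 0.61 for Cxcl9 (edgeR adjusted p = 0.2055) and 0.87 for Cx3cr1 (edgeR adjusted p = 0.605). No other explanation was tested for these.

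Among the genes labelled in Fig. 3, single animals lay apart on the log2(CPM + 4) scale. Ugt2a3 was 6.432 in S animal 10880 against 5.08 to 5.40 in the other S animals, Slc17a1 was 3.837 in S animal 35955 against at most 2.38, and Apoa4 was 7.754 in C animal 36007 against at most 5.26. Fads1 was 8.031 in C animal 10876 against at most 7.56, and Rab38 was 2.853 in C animal 36001 against at least 3.35. Animals 10880 and 10876 are of the SM2 stock, but over all SM2 and BW animals the stock difference was -0.31 for Ugt2a3 (edgeR adjusted p = 0.689) and 0.37 for Fads1 (edgeR adjusted p = 0.190). No other explanation was tested for these.

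Within S, 49 genes differed between females and males, 8 higher and 41 lower in females. With 3 against 2 animals there are 10 splits, the share cannot go under 0.1, and 2 of the 10 gave as many genes, the highest of the others giving 111. Sex and single animals cannot be told apart here, because there are too few splits.

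The paper does not report on the SM2 stock. With group in the model, 1370 genes differed between the 3 SM2 and the 13 BW animals, 747 higher and 623 lower in SM2. Of 100 choices of 1 animal per group, 1 gave as many genes, the stock itself, and the highest of the others gave 179. A grouping by chance is therefore argued against. Il1b (log2 -2.30, edgeR adjusted p = 0.02608) and Ccl6 (log2 -1.98, edgeR adjusted p = 0.004502), both in the panel, were lower in SM2. A candidate explanation is a difference in the genes' sequence between the stock and the reference assembly, or a biological difference of the stocks, and neither was tested.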

How the results depend on the processing

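All alternatives but those on CPM by total count were set before the data were examined, and those on CPM by total count were chosen after seeing the data. Spearman's rho and centring by sex were taken on TMM-normalized CPM, so their values also carry that normalization. Where a value below moved, the cause was not tested, except that a stricter filter tests fewer genes and a fit without animals has fewer animals. No paired analysis was possible because animals carry individual numbers and the groups share none.

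The number of genes called in S vs C was 513, and it lay between 394 and 768 with DESeq2, RLE size factors, no low-count filter, the 2 groups alone, sex or stock as a covariate and the BW animals alone. It was 281 with at least 10 counts in every animal, where 8546 genes were tested, 1359 without a fold change minimum and 209 at an adjusted p-value under 0.05. With each animal left out in turn, 192 to 573 genes were called, with 192 without C animal 36007, 219 without C animal 35975, 167 higher and 80 lower without C animal 36001 and 245 without S animal 36016. The 9 genes called in NS vs C were 53 with DESeq2, 4 with at least 10 counts in every animal, 29 with stock as a covariate and 5 at an adjusted p-value under 0.05. The fits that left out 1 animal each gave 2 to 29 genes, with 29 without NS animal 35930, 2 without NS animal 35963 or 35987, 3 without NS animal 35937 and 4 without C animal 35972. The single gene called in S vs NS became 71 with DESeq2, 191 with sex and 17 with stock as a covariate, 18 in the BW animals and 0 in a fit of the 2 groups alone, where 1044 genes had an unadjusted p-value under 0.05. Between 1 and 15 genes were called with each animal left out, with 15 without S animal 10880, 5 without S animal 36016, 3 without S animal 35990 and 2 without S animal 35955. With sex as a covariate the S vs NS calls were 179 higher and 12 lower. Other divisions of S into 3 and 2, used in place of sex, gave 174 to 408 genes without animal 36016 in the set of 3. With 36016 in that set they gave 0 to 16, so the 191 genes are not particular to sex.

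Of the genes labelled in Fig. 3, 17 results over their settings gave 229 values on the same side of the threshold, 18 newly past it and 20 no longer past it, and 0 reversed. Ugt2a3 in S vs NS was not called in the fit of the 2 groups alone (log2 -3.48, edgeR adjusted p = 0.2211). Ebpl and Etnk2 in S vs C lie at the fold change limit, and both were no longer called with at least 10 counts in every animal (log2 -0.99 and -0.98) and in the BW animals (-0.89 and -0.98), nor was Etnk2 with sex as a covariate (-0.95). Of the 11 fits that each left out 1 animal, 7 called Ebpl and 6 called Etnk2, with edgeR adjusted p-values of at most 0.0319.

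The settings given for the mean Pc of each comparison are those that moved it by more than its jackknife standard error. The mean Pc of S vs C, 0.159, moved to 0.0855 on TMM-normalized CPM, 0.0864 on its log2 after adding 4, 0.0704 with Spearman's rho, 0.0624 centred by sex, 0.0862 on CPM by total count, 0.0977 with a mean of at least 0.2 CPM and 0.0524 on that CPM in the BW animals. That of NS vs C, 0.093, moved to 0.1271 on TMM-normalized CPM, with or without centring by sex, 0.1282 on its log2, 0.1296 on CPM by total count and 0.151 with a mean of at least 0.2 CPM. That of S vs NS, 0.1565, has the largest standard error, 0.0957, and moved by more than this on CPM by total count in the BW animals, to 0.0446. It was 0.0867 in the BW animals on the counts, 0.134 centred by sex and 0.1355 with Spearman's rho. Across the fits without 1 animal the mean was 0.1157 to 0.168 in S vs C, 0.0597 to 0.0922 in NS vs C (0.0597 without C animal 10876) and 0.0645 to 0.1742 in S vs NS (0.0645 without S animal 10880 and 0.0922 without NS animal 10865).

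Genes with Pc below -0.2 in S vs C numbered 349, and 697 on TMM-normalized CPM, 700 on its log2, 671 centred by sex, 225 with at least 10 counts in every animal, 223 in the BW animals, 815 on CPM by total count, 819 with a mean of at least 0.2 CPM and 972 on that CPM in the BW animals. They numbered 389 in NS vs C, and 890 on TMM-normalized CPM and centred by sex, 904 on log2, 635 with Spearman's rho, 243 in the BW animals, and 764, 719 and 837 on CPM by total count, with the minimum and in the BW animals. They numbered 472 in S vs NS, and 926 on TMM-normalized CPM, 929 on log2, 866 with Spearman's rho, 195 with at least 10 counts in every animal, 51 in the BW animals and 1335 centred by sex, and 980, 911 and 883 on CPM by total count, with the minimum and in the BW animals, and 911 with the minimum in S vs NS alone. With 1 animal left out at a time there were 131 to 573 genes in S vs C, 109 to 752 in NS vs C and 10 to 661 in S vs NS. Without S animal 10880 there were 131 in S vs C and 10 in S vs NS, without C animal 10876 227 in S vs C and 109 in NS vs C, and without NS animal 10865 160 in NS vs C and 93 in S vs NS. The number was 573 in S vs C without S animal 35982 and 752 in NS vs C without NS animal 35987.

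The mean Pc of S vs NS minus S vs C was -0.0025 and reversed to 0.0779 on TMM-normalized CPM, 0.0802 on log2, 0.0651 with Spearman's rho, 0.0028 with at least 0.5 CPM in 1 animal, 0.0716 centred by sex, 0.0642 on CPM by total count, 0.0741 with a mean of at least 0.2 CPM and 0.0856 with that minimum in S vs NS alone. It did not reverse in the BW animals (-0.0625, and -0.0078 on CPM by total count), with at least 10 counts in every animal (-0.0332) or over the shared genes (-0.0004). It ranged with each animal left out from -0.0709, without S animal 10880, to 0.0407, without C animal 36001, and values above 0 also without C animals 35972 (0.007), 35975 (0.0016), 35998 (0.0176) and 10876 (0.0036), NS animal 35930 (0.0076), and S animals 35982 (0.0252), 35990 (0.0077) and 36016 (0.0062). The mean Pc of NS vs C minus S vs C was -0.066 and reversed to 0.0417, 0.0419, 0.0309 and 0.0648 on TMM-normalized CPM, log2, Spearman's rho and centring by sex, and to 0.0434, 0.0533 and 0.0586 on CPM by total count, with a mean of at least 0.2 CPM and in the BW animals. Leaving out each animal gave -0.0931 to -0.0346.

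The number of list tests with low Pc was 1 of 15, and 9 with the median Pc of the list, 2 on TMM-normalized CPM and on its log2, and 3 on CPM by total count. Leaving out each animal gave 0 to 4, with 4 without NS animal 35987, 2 without C animal 35972 or 36007 and 0 without C animal 35998 or 36001 or S animal 35982, 35990, 36016 or 10880. The lipid genes in the top of the cumulative Pc were 3, and 6 on CPM by total count. Leaving out each animal gave 1 (S animal 35990) to 7 (S animal 35982), with 6 without C animal 35972 or 35998 and 5 without NS animal 35930 or 35937. The lists differentially expressed were 5 of 15, and 0 with camera's estimated correlation and with fry. Leaving out each animal gave 3 to 10, with 10 without S animal 36016, 8 without C animal 35998 and 3 without C animal 10876 or S animal 35955. The panel genes with an unadjusted permutation p-value under 0.05 were 1 of 12, and 0 on TMM-normalized CPM and in the BW animals. Leaving out each animal gave 0 to 1, with 0 without C animal 36001, 36007 or 10876 or S animal 35955 or 35982.

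Depth limits some genes of the panel and of the lists. Ccl2, Ccl20 and Cx3cr1 had at most 15 counts, and of 66 T cell genes in the table 23 had a mean of at least 1 CPM in C.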

Differences from the paper's values

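The alternatives set before the data were examined are named as such, and CPM by total count was chosen after seeing the values. Spearman's rho and centring by sex were taken on TMM-normalized CPM, so a gap they closed is not credited to ranks or sex. A gap is called closed where the larger value is at most 1.5 times the smaller and, for a mean Pc, the difference is within its jackknife standard error, so a closed gap can leave a difference. For single genes, the paper's Pc values matched CPM by total count. The median differences were 0.000385 in NS vs C and 0.000361 in S vs C, against 0.0385 and 0.0230 on TMM-normalized CPM. Normalization by total count therefore accounts for the gaps in Pc of these comparisons, and other settings that closed them are not needed. The mean Pc of S vs C was 0.159 against the paper's 0.086. TMM-normalized CPM (0.0855), its log2 (0.0864), Spearman's rho (0.0704), centring by sex (0.0624) and leaving out C animal 36001 (0.116) or S animal 35982 (0.128) closed this gap, and the filters on low counts, the shared genes and the BW animals did not. CPM by total count, chosen after seeing the values, gave 0.0862. For NS vs C the mean Pc was 0.093 against the paper's 0.13. TMM-normalized CPM (0.127) and its log2 (0.128) closed the gap. Centring by sex (0.127) left the value on TMM-normalized CPM unchanged, since all NS and C animals are male. Spearman's rho, the filters, the shared genes, the BW animals and each animal left out did not close it. The value on CPM by total count, chosen after seeing the values, was 0.130.

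Genes with Pc below -0.2 in S vs C numbered 349 against the paper's 752. TMM-normalized CPM (697), its log2 (700), centring by sex (671) and leaving out S animal 35982 (573) closed the gap, and Spearman's rho, the filters, the shared genes and the BW animals did not. CPM by total count, chosen after seeing the values, gave 815. Those in NS vs C numbered 389 against the paper's 700. TMM-normalized CPM (890), its log2 (904), Spearman's rho (635), centring by sex (890) and leaving out C animal 35972 (483) or NS animal 35937 (502), 35963 (475) or 35987 (752) closed it, and the filters, the shared genes and the BW animals did not. CPM by total count, chosen after seeing the values, gave 764. Those in S vs NS numbered 472 against the paper's 854. TMM-normalized CPM (926), its log2 (929), Spearman's rho (866) and leaving out NS animal 35963 (574) or 35987 (610) or S animal 35955 (661), 35982 (571), 35990 (595) or 36016 (655) closed it, and the filters, the shared genes, the BW animals and centring by sex did not. CPM by total count and the same with a mean of at least 0.2 CPM, chosen after seeing the values, gave 980 and 911. The copies of the paper's own Supplementary Tables 2, 1 and 3 hold 812 genes in S vs C, 761 in NS vs C and 905 in S vs NS with Pc below -0.2.

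In NS vs C, 6 genes were higher and 3 lower, against the paper's about 31 and about 22 in Fig. 3, read by eye. In S vs NS, 0 genes were higher and 1 lower, against the paper's about 50 and about 20 in Fig. 3, read by eye. Of the alternatives set before the data were examined, DESeq2 closed these gaps, with 31 higher and 22 lower in NS vs C and 51 higher and 20 lower in S vs NS, and none of the others did.

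The paper ranks the mean Pc of S vs NS highest and of S vs C lowest. Here S vs C was highest and NS vs C lowest on the counts as deposited. The paper's order was found on TMM-normalized CPM, its log2, Spearman's rho and centring by sex, and on CPM by total count, chosen after seeing the values. Without the SM2 animals it was not found, since S vs NS was 0.0582, S vs C 0.0563 and NS vs C 0.1063 on TMM-normalized CPM, and 0.0446, 0.0524 and 0.111 on CPM by total count. The paper states that all 3 means differ. On the counts as deposited, S vs NS minus S vs C was -0.0025, NS vs C minus S vs C was -0.066 and S vs NS minus NS vs C was 0.0635, and differences as large in either direction occurred in 98, 37 and 42 of 100 random divisions of the animals. Counting both directions, and the last of these differences, were chosen after the data were seen.

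Fig. 3 labels Pdilt, Rab38, Cd36 and Gpsm2 as changed in S vs NS, and here their edgeR adjusted p-values were 0.1725 to 0.2117. DESeq2 called all of these, as did stock as a covariate and leaving out S animal 10880. The BW animals alone called all but Rab38, sex as a covariate called Rab38, leaving out S animal 36016 called Gpsm2, and leaving out S animal 35990 called Rab38. Fig. 3 names Ugt2a3, Slc17a1 and Pdilt as the leading lower genes in S vs C, and here Ebpl and Etnk2 were tied with the last of these at an edgeR adjusted p of 0.01248.

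The paper states that low Pc genes of both comparisons with C are enriched for proinflammatory processes, with the cell cycle leading in S vs NS. Of the lists here, the myeloid list in S vs C alone passed on the counts, and the T cell list passed in both comparisons on TMM-normalized CPM, its log2 and CPM by total count. The G2/M list had 0 of 48 genes below the limit in S vs NS on the counts. On CPM by total count it had 6.25%, a share reached in 36 of 100 random divisions of the animals. The paper states that genes with high cumulative Pc were enriched for metabolism, and here 3 of 86 lipid genes were among them on the counts, against 5.15 by random lists. On CPM by total count there were 6, against 5.68 by random lists. The paper reports no panel gene as different, and here Cxcl12 had an unadjusted exact permutation p of 0.03075 and a Benjamini-Hochberg value of 0.3691. In the pairwise edgeR test, Cxcl1 was called as lower in S than in C (log2 fold change -3.88, edgeR adjusted p = 0.0832). Single animals of C and S overlapped, and NS animals 35937 and 35987 lay below every S animal.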

Other observations

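The tests of depth for S vs C alone and of the SM2 animals for S vs NS alone were chosen after the result was seen, as were the CPM settings. The splits that take stock into account and the test of single male S animals were added after the other results were seen. The other tests were set before.

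Random splits of the animals of 2 groups gave as many called genes as the labelled groups in 1 of 100 for S vs C, 3 of 100 for NS vs C and 15 of 100 for S vs NS. The highest number from another split was 2 in S vs C, 92 in NS vs C and 110 in S vs NS. In S vs NS, the 1 called gene of the fit without stock is therefore not beyond what other splits give. With stock taken into account it was otherwise. In the BW animals alone 18 genes were called, and 1 of the 35 splits gave as many, the labelled one, with at most 5 in another. With stock as a covariate 17 genes were called, and 1 of the 70 splits that keep 1 SM2 animal in each group gave as many, with at most 6 in another. A grouping by chance is argued against for these numbers. In both, the 3 female S animals are on one side of the labelled split, so sex stays open beside steatosis. Of random divisions of all animals, 39 of 100 gave as high a mean Pc of S vs NS minus S vs C, and 78 of 100 as high a mean Pc of NS vs C minus S vs C. Neither difference is distinguished from a random division on the counts as deposited, nor on CPM by total count, where the numbers were 13 and 30 of 100. These divisions did not keep 1 SM2 animal in each group. Among divisions of the BW animals alone, the numbers were 78 and 86 of 100 on the deposited counts. On CPM by total count they were 40 and 14 of 100, and the BW mean Pc of S vs C, 0.0524, was as low in 5 of 100.

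Sex may add to the genes called in S vs C, because 3 of 5 S animals are female and all C animals are male. If it were the cause of the larger number in S vs C than in NS vs C, called genes would mostly differ between female and male S animals in the direction of S vs C. This held for 34.9% of them, and with sex as a covariate 768 genes were called, 319 of the 513 among them, and 13 in NS vs C. Other divisions of the S animals into 3 and 2 gave 33.7 to 64.9% and 30 to 927 genes. The share was 60.8% or more with male S animal 36016 in the set of 3 and at most 40.2% in the other divisions without it, so both values are set by that animal. On the genes called without the animal itself, male S animals 36016 and 10880 lay on the S side of the C mean for 83.7 and 68.1%, the female S animals for 77.2 to 85%, and the male NS animals for 58.1 to 90.2%, so this did not decide either. Sex and single animals cannot be told apart for the number of genes called in S vs C, because only 2 S animals are male.

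Sequencing depth was tested as an explanation for the positive mean Pc. On TMM-normalized CPM the mean was lower than on the counts in 1 of 3 comparisons, so depth as a common cause is argued against. For S vs C alone the mean fell to 0.0855, while the median r of counts with the total count was 0.56 in C and 0.73 in S, against 0.33 in NS. Depth is a candidate explanation of part of the S vs C mean on the counts, but the mean did not fall to near 0, and this part cannot be told apart from other effects of the normalization because the same setting changes both.

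The SM2 animals were tested the same way. Without them, the mean Pc of NS vs C was 0.0781, inside the range from leaving out 1 BW animal of each group, and so was that of S vs C, which argues against them as a common cause. For S vs NS the mean was 0.0867, below all 16 such pairs (0.101 to 0.184), and on TMM-normalized CPM it was 0.0582 against 0.140 to 0.182. A candidate explanation is that stock differences shared by S and NS raise the Pc of that comparison, as a hypothesis from 1 SM2 animal per group.

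The share of a list's genes with Pc below -0.2 was set against random divisions of the animals for 30 combinations of list, comparison and scale, and 5 were under 5 of 100. On the counts the myeloid share in S vs C was reached in 3 of 100 divisions. On CPM by total count, the T cell share in S vs C, the T cell share in NS vs C and the myeloid share in S vs C were each reached in 1 of 100, the labelled one. The fifth was the lymphocyte share in NS vs C on CPM by total count, with 3 of 100. With 30 looked at, about 1.2 would be under 5 of 100 by chance, and the combinations share animals and genes, so they are not independent. A random grouping is argued against for the 3 shares that the labelled division alone reached, without a correction for the 30. The other two were exceeded by random divisions, with up to 17.9% of the myeloid list against 14.3% and up to 15.7% of the lymphocyte list against 13.7%, so a random grouping is argued against less firmly for them. Which feature of the groups (diet, stock or single animals) gives the shares on CPM by total count was not tested. The myeloid share in S vs C on the counts fell to 1 of 56 genes in the BW animals. That list also no longer passed when certain single BW or SM2 animals were left out, so stock and single animals were not told apart.

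With sex as a covariate, the direction of the myeloid list's expression turned. The median log2 fold change was 0.35 without it and -0.34 with it in S vs C (camera adjusted p = 0.01918), and 0.28 and -0.48 in S vs NS (camera adjusted p = 0.0009633). The G2/M list kept its direction, with 0.61 in S vs C and 0.53 in S vs NS. All female animals are in S, so with this covariate the fold changes rested on male S animals 36016 and 10880 alone. Animal 10880 is of the SM2 stock, and 36016 had the lowest total count, 4640733. Female S animal 35990 exceeded the mean of the other S animals by a median log2 of 0.96 in the myeloid list. This animal did not enter these fold changes, so sex and single animals cannot be told apart for the turn.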
